# Histone H3 dopaminylation in ventral tegmental area underlies heroin-induced transcriptional and behavioral plasticity in male rats

**DOI:** 10.1038/s41386-022-01279-4

**Published:** 2022-01-29

**Authors:** Sasha L. Fulton, Swarup Mitra, Ashley E. Lepack, Jennifer A. Martin, Andrew F. Stewart, Jacob Converse, Mason Hochstetler, David M. Dietz, Ian Maze

**Keywords:** Epigenetics and behaviour, Addiction

## Abstract

Persistent transcriptional events in ventral tegmental area (VTA) and other reward relevant brain regions contribute to enduring behavioral adaptations that characterize substance use disorder. Recent data from our laboratory indicate that aberrant accumulation of the newly discovered histone post-translational modification (PTM), H3 dopaminylation at glutamine 5 (H3Q5dop), contributes significantly to cocaine-seeking behavior following prolonged periods of abstinence. It remained unclear, however, whether this modification is important for relapse vulnerability in the context of other drugs of abuse, such as opioids. Here, we showed that H3Q5dop plays a critical role in heroin-mediated transcriptional plasticity in midbrain regions, particularly the VTA. In rats undergoing abstinence from heroin self-administration (SA), we found acute and persistent accumulation of H3Q5dop in VTA. Attenuation of H3Q5dop during abstinence induced persistent changes in gene expression programs associated with neuronal signaling and dopaminergic function in heroin abstinence and led to reduced heroin-seeking behavior. Interestingly, the observed changes in molecular pathways after heroin SA showed significant yet reversed overlap with the same genes altered in cocaine SA. These findings establish an essential role for H3Q5dop, and its downstream transcriptional consequences, in heroin-induced functional plasticity in VTA.

## Introduction

Opioid Use Disorder (OUD) has dramatically increased to epidemic proportions in recent years, with heroin dependence growing more than 50% over the last decade and accounting for more drug-related deaths [1] than any other substance of abuse [2–5]. Clinically, OUD is characterized by compulsive drug-seeking behaviors that can persist for years and extend over the course of a lifetime, with one of the highest risks of relapse among substance use disorders [1–5]. Relapse vulnerability is a key diagnostic feature of addiction, and represents a highly complex process involving multiple circuits mediated by dynamic alterations in cellular plasticity within the mesolimbic reward system, where aberrant dopamine neurotransmission promotes maladaptive reward-processing and persistent deficits in motivated behaviors. Given the recurring, long-lasting nature of OUD, the field has begun to place great emphasis on drug-induced epigenetic regulation as a potential key mechanism in opioid addiction and relapse [6–10]. To date, however, our understanding of the causal mechanisms that mediate drug-induced transcriptional and cellular plasticity remains incomplete, particularly in the relatively understudied ventral tegmental area (VTA), which contains critical dopaminergic projections to reward-processing striatal regions.

Recently, our laboratory demonstrated that in addition to modulating downstream synaptic activity as a neurotransmitter, dopamine itself plays a direct role in epigenetically coordinating gene expression within these dopaminergic cells in the VTA [11]. We previously found that certain monoamine neurotransmitters, including dopamine, can serve as donors for covalent modifications on specific residues of substrate proteins (termed monoaminylations) through an enzymatic process mediated by the writer-protein Transglutaminase 2 (TGM2) [12]. Among the identified substrate proteins for monoaminylation is histone H3, which is modified at glutamine 5 (Q5) on its N-terminal tail. At this H3Q5 site, specific histone monoaminylation marks (e.g., serotonylation or dopaminylation) were found to alter gene expression, either directly or through combinatorial interactions with other nearby histone PTMs, suggesting that these modifications may constitute an important epigenetic regulatory mechanism in monoaminergic neuromodulation [12, 13]. In a recent report, we confirmed that histone H3 dopaminylation (H3Q5dop) has a key functional role in cocaine-mediated transcriptional plasticity, dopaminergic neurotransmission, and cocaine-seeking behavior in a rodent model of drug relapse vulnerability [11]. Given the importance of H3Q5dop in mediating cocaine-induced transcriptional and behavioral plasticity, here we investigated whether functional regulation by H3Q5dop represents an important mechanism in dependence for other addictive substances such as heroin, or if this phenomenon was specific to cocaine.

All drugs of abuse are thought to elicit changes in dopaminergic neurotransmission from VTA, although different classes of substances act on this system through distinct cellular mechanisms. In addition, the magnitude and temporal dynamics of dopamine transmission vary widely between drugs, even within class, highlighting the importance of delineating substance-specific mechanisms in order to develop targeted therapeutic strategies to address the molecular changes associated with each drug [14]. In the present study, we investigated specific roles for H3Q5dop in heroin-induced VTA transcriptional plasticity and drug-seeking behavior in a rodent model of relapse vulnerability. We found that abstinence from heroin SA resulted in the accumulation of H3Q5dop in VTA, though this increase occurs more rapidly in response to heroin vs. cocaine abstinence. We further showed that aberrant H3Q5dop dynamics in VTA contribute significantly to heroin-induced gene expression and drug-seeking behaviors. These findings indicate that H3Q5dop may represent a conserved epigenetic substrate underlying addiction to distinct classes of abused drugs (e.g., cocaine and heroin), though the regulation of gene expression programs that lead to altered DA output from VTA may be specific to heroin’s mechanism of action.

## Materials and methods

### Animals

Male Sprague-Dawley rats (Envigo; 250–300 g) were singly housed during self-administration experimental procedures, and maintained on a 12 h reverse light/dark cycle with food and water available *ad libitum*. All procedures were done in accordance with NIH guidelines and the Institutional Animal Care and Use Committees of the Icahn School of Medicine at Mount Sinai and the State University of New York at Buffalo.

### Jugular catheterization

For both heroin SA and saline SA, rats were implanted with chronic indwelling jugular catheters, as previously reported [15, 16]. Rats were given 5 d of recovery, during which time the catheters were flushed with 0.2 mL of a solution containing enrofloxacin (4 mg/mL) and heparin saline (50 IU/mL in 0.9% sterile saline) to preserve catheter patency. All animals received an i.v. infusion of ketamine hydrochloride (0.5 mg/kg in 0.05 mL) one day prior to behavioral training to verify catheter patency. Rats that responded with a loss of muscle tone and righting reflexes were considered patent and were included in cohorts for behavioral training.

### Heroin Self-Administration and Viral surgeries

Rats were allowed to recover from jugular catheterization surgery for 5 d, and then were trained to SA heroin (0.02 mg/kg/inf) or saline (as a non-reinforcement control) in operant chambers for 3 h each day for a period of 10 d. A response in the active hole nose poke resulted in an intravenous injection of heroin (0.02 mg/kg/inf) or saline using a fixed ratio 1 (FR1) schedule of reinforcement on day 1 that was increased to FR3 on day 3 and maintained for the remainder of the experiment [15]. Responses in the inactive hole resulted in no programmed consequences. Following training sessions, catheters were flushed, and rats were returned to their colony rooms. For viral manipulations, all rats self-administered heroin or saline, and subsequently received intra-VTA bilateral injections of either AAV2-GFP (empty vector control), AAV2-H3.3WT, or AAV2-H3.3Q5A on AD11 (see below for additional information on surgery coordinates).

### Cue-induced seeking test

For the cue-induced seeking behavior, on AD30, rats were returned to operant chambers for a testing duration of 1 h. During the test duration, rats were subjected to extinction-like conditions whereby responses in an active hole delivered only the cue light previously associated with drug availability. The total number of active responses in the active hole was an operational measure of heroin-seeking behavior [17, 18].

### Western blotting and antibodies

VTA tissues were collected from heroin SA rats (2 mm punches) on AD1, AD14 or AD30 and frozen. Nuclear fractions were purified via homogenization in Buffer A containing 10 mM HEPES (pH 7.9), 10 mM KCl, 1.5 mM MgCl_2_, 0.34 M sucrose, 10% glycerol, 1 mM EDTA, 1X protease inhibitor cocktail and 1X phosphostop inhibitor. After homogenization, 0.1% TritonX-100 was added, samples were incubated on ice for 30 min and then centrifuged for 5 min at 1300 × *g* at 4 °C. Supernatants (i.e., cytosolic fractions) were discarded, and nuclear pellets were resuspended in Buffer A to remove any remaining cytosolic contamination, followed by centrifugation for 5 min at 1300 × *g* at 4 °C. Supernatants were then discarded and pellets resuspended and sonicated in sample buffer containing 0.3 M sucrose, 5 mM HEPES, 1% SDS and 1X protease inhibitor cocktail. Protein concentrations were measured with the DC protein assay kit (BioRad), and 10–15 ug of protein was loaded onto 4–12% NuPage BisTris gels (Invitrogen) for electrophoresis. Proteins were next transferred to nitrocellulose membranes and blocked for 1 h in 5% milk in PBS + 0.1% Tween 20 (PBST), followed by primary antibody incubation for two days at 4 °C. The following antibodies were used in this manuscript: rabbit anti-H3Q5dop (1:200, ABE2588; Millipore), rabbit anti-H3K4me3Q5dop (1:500, ABE2590; Millipore), rabbit anti-H3K4me3 (1:1000, lot #: GR273043-6, Abcam ab8580), mouse anti-Tgm2 (1:500, lot #: Gr3188112-4, Abcam ab2386) and rabbit anti-H3 (1:50000, lot #: GR293151-1, Abcam ab1791). Membranes were then washed 3X in PBST (10 min) and incubated for 1 h with horseradish peroxidase conjugated anti-rabbit (BioRad 170-6515, lot #: 64033820) or anti-mouse (GE Healthcare UK Limited NA931V, lot #: 9814763) secondary antibodies (1:10000; 1:50000 for anti-H3 antibody, BioRad) in 5% milk/PBST at RT. After three more washes with PBST, bands were detected using enhanced chemiluminescence (ECL; Millipore). Densitometry was used to quantify protein bands using Image J Software (NIH), and proteins were normalized to total H3. H3 measurements were obtained from the same membrane as the protein of interest after stripping the primary antibody for 10 min in Restore Stripping Buffer (Thermo #21059).

### AAV constructs and viral infusion

Adeno-associated virus H3.3 constructs [empty vs. wildtype (WT) vs. (Q5A)-Flag-HA] were generated and validated, as previously described [11, 12, 19]. All three vectors contain a GFP fluorescent tag to allow visualization of the injection site during tissue dissection. The H3.3Q5A vector used in these studies, which does not affect adjacent H3K4me3, inhibits the expression of all modifications on Q5. However, appreciable signal for other monoaminyl marks (e.g., H3Q5ser) is not observed in VTA vs. H3Q5dop [11]. After 24 h following the last day of heroin vs. saline SA (day 11), animals were anaesthetized with a ketamine/xylazine solution (60/5 mg/kg) i.p., positioned in a stereotaxic frame (Kopf instruments) and 1 μl of viral construct was infused bilaterally into VTA using the following coordinates; anterior-posterior (AP) −4.9, medial-lateral [20] +2.1, dorsal-ventral [21] −7.6. After surgery, rats received meloxicam (1 mg/kg) s.c. and topical antibiotic treatments for ~3 days. Of note, previous reports comparing heroin cue-seeking behavior at AD14 vs. AD30 have found no significant differences in heroin-seeking behavior between these two extended abstinence time points [22]. Furthermore, the present experiments demonstrated robust heroin-seeking behavior at AD30 (see Fig. 3). Therefore, to ensure that we captured gene expression changes at a timepoint corresponding to maximal transgene expression from our AAV serotype, (which begins at 7 d post-infusion and increases to maximal expression at 28d) all tissue collections or behavioral testing commenced 30 d after viral surgery to allow for maximal expression of the viral constructs, as previously validated [11].

### RNA isolation and sequencing

Rat brains were removed and immediately snap frozen. Brains were then sectioned to 100 uM thick coronal slices on a cryostat at −20 °C, and 2 mm punches were dissected from virally infected VTA using GFP-fluorescence illuminated via a NIGHTSEA Dual Fluorescent Protein flashlight (#DFP-1). Total RNA was then extracted from punches using Trizol (Thermo Fisher #15596026)-chloroform, followed by cleanup and elution into RNAase-free water using Qiagen minelute (#74204) columns, as per manufacturer instructions. Following elution, RNA samples were enriched for mRNA via polyA tail selection beads, and mRNA libraries were prepared using the Illumina Truseq RNA Library Prep Kit V2 (#RS-122-2001). Libraries were pooled and sequenced on the Illumina Novaseq platform. RNA-seq data were pre-processed and analyzed, as previously described [11]. Briefly, FastQC (Version 0.72) was performed on the concatenated replicate raw sequencing reads from each library to ensure minimal PCR duplication and sequencing quality. Reads were aligned to the rn6 genome using HISAT2 (Version 2.1.0) and annotated against Ensembl v90. Multiple-aligned reads were removed, and remaining transcript reads were counted using featurecounts (Version 2.0.1). Technical variation between samples and batch effects were calculated and normalized using the RUVr model of RUVseq (Version 4.1.1). DESEQ2 [23] (Version 2.11.40.6) was then used to normalize read counts between the groups, and to perform pairwise differential expression analyses.

Differentially expressed (DEx) genes were defined at FDR cutoff <0.05, Log2FC ± 0.2. Threshold free Rank-Rank Hypergeometric Overlap (RRHO) maps were generated to visualize transcriptome-wide gene expression concordance patterns as previously described [24], using RRHO2 (Version 1.0). DE genes were overlapped (Venny) to identify the subset of DE genes reversed between heroin H3.3Q5A and both heroin empty and heroin H3.3 WT. Odds Ratio analyses were carried out on DE gene lists using the *GeneOverlap* R package version 1.26.0 [25]. Processed read count data for cocaine comparisons was extracted from our previous publication [11], deposited in the National Center for Biotechnology Information Gene Expression Omnibus database under accession number GSE124055.

In order to determine if differential gene expression comparisons showed significant overlaps with annotated gene sets, we performed GO Enrichment Analyses using the EnrichR package (Version 3.0) against EnrichR’s gene set databases Panther Pathway, GO Biological Process 2021, and GO Molecular Function 2021. Enrichments were ranked by adj. *p* value [26], computed using Fisher’s exact test followed by Benjamini-Hochberg (BH) correction. Multivariant plots display top ranked gene sets, Y-axis = rank from 1–5 for each term, plotted according to -log10(adj.*p* value) on the X-axis, and the combined score of the enrichment (bubble size). The combined score is derived from both the *p* value and the z-score (deviation from expected rank based on gene set size) calculated by the following formula: c = ln(p) * z. Fill color represents the database source of terms. For Fig. S2 displaying gene expression changes in heroin vs. saline groups, we also implemented EnrichR’s gene set databases PanglaoDB Augmented 2021, which is a single-cell RNA-sequencing database for identifying cell-type enrichment, and GO Biological Process 2021. Enrichments were ranked by adj.*p* value [26]. Multivariant plots display top ranked gene sets, Y-axis = rank from 1–5 for Cell-type and Gene ontology (GO BP) gene sets, plotted according to signed -log10(adj.*p* value) on the X-axis to indicate directionality of expression of genes analyzed, and the number of DEx genes overlapping with the gene set (bubble size), and the comparison source of DEx genes (fill color).

### Statistical analyses

For western blot comparisons, Student’s *t* tests were performed to compare saline vs. heroin conditions at different time points. For all behavioral testing involving more than two treatments and time points, Two-way ANOVAs were performed with subsequent Dunnett’s (for heroin SA escalation) or Tukey’s post hoc analyses for multiple comparisons (MC) (as indicated throughout the text). In molecular analyses, all animals used were included as separate *n*s (samples were not pooled). Significance was determined at *p* < 0.05. All data are represented as mean ± SEM.

## Results

### H3Q5dop is increased during both acute and prolonged abstinence in VTA following heroin SA

Given that histone dopaminylation (H3Q5dop), but not combinatorial H3 lysine 4 (K4) trimethyl (me3) Q5dop, was previously found to accumulate in VTA during prolonged, but not acute, abstinence from cocaine SA [11], we hypothesized that chronic exposures to heroin may similarly alter the deposition of H3Q5dop in this brain region. To assess this, we employed a heroin SA regimen wherein rats received i.v. infusions of heroin or saline (as a non-reinforcement control) paired with a light cue (Fig. 1A) for a period of 10 d, during which they escalated their heroin intake (Two-Way ANOVA, effect of time x condition F [9, 144] = 2.573, *P* = 0.0089, followed by Dunnett’s MC test for d1 vs. d5-d10; *p* = 0.03-*p* = 0.0008) [15]. Following SA, rats underwent forced abstinence in their home cages for 1 d vs. 14 d, the latter of which represents a time period where cue-induced heroin seeking is expressed [27]. On abstinence day (AD) 1 or AD14, VTA tissues were collected and western blotting was performed to quantify histone dopaminylation levels (both H3Q5dop and H3K4me3Q5dop), as well as expression of an associated histone PTM (e.g., H3K4me3) and the writer Transglutaminase 2 enzyme. We found that H3Q5dop levels significantly increased (Fig. 1B) in VTA during acute abstinence (AD1) from heroin SA vs. saline SA, *via* Student’s *t* test (t = 2.952, df = 12, *p* = 0.012). This increase persisted to extended abstinence periods (AD14), via Student’s *t* test (*t* = 2.298, df = 15, *p* = 0.03). Neither H3K4me3Q5dop nor total H3K4me3 (Fig. 1C, D) showed increases at either time point (Student’s *t* test, *p* > 0.05). The writer enzyme for H3Q5dop was unaffected in its expression during periods of abstinence from heroin (Student’s *t* test, *p* > 0.05) (Fig. 1E). Together, these data indicate that accumulation of histone dopaminylation in VTA occurs during abstinence from heroin. Interestingly, heroin-induced accumulation of H3Q5dop was found to occur more rapidly after opioid exposure vs. cocaine, with significant increases detected as soon as AD1. This increase persisted to AD14, suggesting that H3Q5dop may contribute, at least in part, to the opioid-induced transcriptional and behavioral alterations underlying relapse-like behaviors associated with drug exposure.

**Fig. 1:**
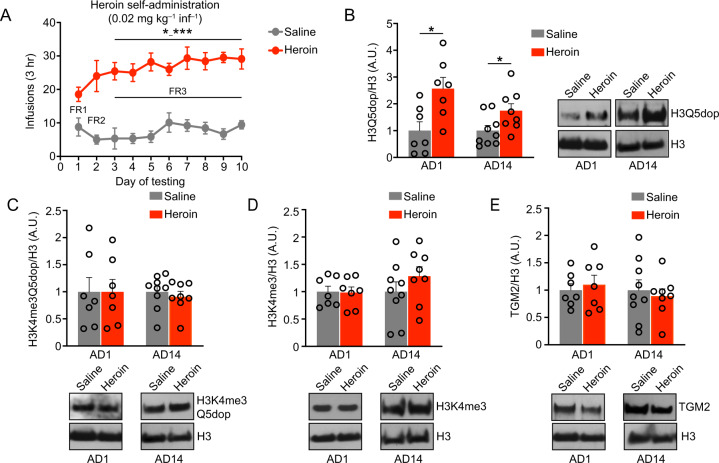
Histone H3 dopaminylation in VTA is dysregulated by heroin SA. **A** Number of infusions earned in daily 3 h (FR1 to FR3) test sessions in rats self-administering 0.02 mg/kg/infusion heroin or saline (*n* = 8/group) for 10 days (two-way RM ANOVA (F [2.348, 39.91] = 26.73, *p* < 0.0001), with Dunnett’s post hoc analysis vs. day 1, *p* = 0.03–0.0008). Western blot analysis of (**B**) H3Q5dop is significantly upregulated at AD1 via Student’s *t* test (*t* = 2.952, df = 12, *p* = 0.012), and AD14, *vi*a Student’s *t* test (*t* = 2.298, df = 15, *p* = 0.03) from heroin vs. saline SA rats (*n* = 7–9/group). **C** H3K4me3Q5dop, (**D**) H3K4me3 and (**E**) TGM2 in VTA tissues [abstinence day (AD) 1 or 14] from heroin vs. saline SA rats show no significant difference (*p* > 0.05). All blots were normalized to total H3 as a loading control. Data presented as *p ≤ 0.05, ***p ≤ 0.001, average ± SEM.

### H3Q5dop regulates heroin associated gene expression programs during prolonged abstinence

To explore the functional consequences of H3Q5dop accumulation during heroin abstinence, we used an AAV2 vector that expresses the H3 variant, H3.3, with a glutamine-to-alanine substitution at position 5 (H3.3Q5A), which cannot be dopaminylated. This H3.3Q5A construct has been shown to strongly express the mutant H3.3Q5A protein in a nuclear-specific manner in adult neurons, resulting in downregulation of H3Q5dop [11]. Importantly, we have previously shown that viral expression of this H3.3Q5A mutant prevents the accumulation of H3Q5dop observed after long-term abstinence from cocaine SA [11]. Therefore, in order to directly evaluate the impact of reducing H3Q5dop accumulation on gene expression programs during prolonged abstinence from heroin, we delivered one of three AAV viral vectors: H3.3QA; H3.3 wildtype (WT); or an empty GFP control vector [11, 12] intra-VTA, following heroin SA and a 30 d period of enforced abstinence (Fig. 2A), [11]. On AD30, infected VTA tissues were microdissected and processed for RNA-seq.

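VTA punches of 2 mm from rats that had self-administered heroin or saline for 10 d, received an empty, H3.3 WT or H3.3Q5A vector and spent 30 d in abstinence gave a polyA-selected library for each rat. The labels assign 44 libraries to 6 groups, with 7 saline empty, 7 saline H3.3 WT, 7 saline H3.3Q5A, 8 heroin empty, 7 heroin H3.3 WT and 8 heroin H3.3Q5A rats. The labels of 1 further saline library name H3.3Q5A in its title and H3.3 WT in its treatment, and it was left out of every group. The authors aligned reads to rn6 with HISAT2, counted them with featureCounts on Ensembl genes, and deposited variance-stabilized counts, which are on a log2-like scale with the lowest value for a count of 0. Undoing that transformation returned whole numbers, within a tolerance, for 100% of the values checked in every library. Counts of 0 and the highest counts were outside that check, and all values were rounded. The reads on genes of each rat could so be recovered from the deposited values. They ranged from 24308953 to 71104049 with a median of 42574786. The group medians were 55197003 in saline empty, 42802736 in saline H3.3 WT, 34513499 in saline H3.3Q5A, 36011865 in heroin empty, 37049912 in heroin H3.3 WT and 45039583 in heroin H3.3Q5A rats. The authors state that RUVr was used to account for technical variation before testing with DESeq2. Whether the deposited values had such a factor subtracted was not tested, and whole numbers alone cannot decide it. From these values, the 22570 genes above the lowest value in at least 7 libraries were tested across all 6 groups together with limma, and DEx genes were called at an adjusted p under 0.05 and a log2 fold change beyond 0.2, as in the paper. Fold changes are differences of deposited values, which understate the change of genes with few reads.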

**Fig. 2:**
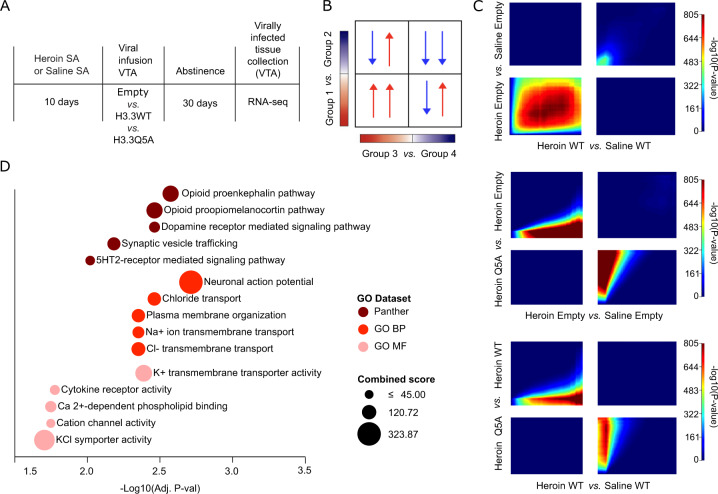
H3Q5dop in VTA contributes to heroin-mediated gene expression. **A** Experimental timeline of heroin SA (3 h @ 0.02 mgs/kg/infusion, FR1–3) vs. saline SA RNA-seq experiment following viral transduction with either empty vector or H3.3 WT vs. H3.3Q5A viruses (*n* = 7–8/group). **B** Schematic depicting Rank-rank hypergeometric (RRHO) plots, which allow for the comparison of two gene expression signatures, comprised of a ranked list based upon differential expression differences between two groups. Higher *p* values (indicated by color) in each of the four quadrants reflect the relationship of gene expression between comparisons. Bottom left indicates overlap between genes upregulated in group 1 vs. group 2 and genes upregulated in group 3 vs. group 4, and vice versa for top right. Top left indicates overlap between genes upregulated in group 1 vs. group 2 and genes downregulated in group 3 vs. group 4, and vice versa for bottom right. **C** RRHO plots depicting transcriptome-wide gene expression patterns indicate that Heroin Empty and Heroin H3.3 WT conditions show high degree of convergent expression (significant *p* values for overlap in bottom left quadrant, representing genes upregulated in both comparisons vs. respective saline groups), particularly for upregulated genes, while Heroin Q5A induces reversed gene expression patterns from both Heroin Empty and Heroin WT conditions (significant *p* values for overlap in top left and bottom left quadrants). Color heatmap displays -log10(P value) for significance of overlap. **D** GO Enrichment Analyses for the set of overlapping DEx genes shared between Heroin H3.3Q5A *vs*. Heroin Empty and vs. Heroin H3.3 WT. Multivariant bubble plots display the top enriched terms identified, Y-axis = rank for Panther, GO Biological Process, and GO Molecular Function gene sets, plotted according to -log10(adj.*p* value) (X-axis), and the combined score of the overlap (bubble size).

We first utilized a threshold free Rank-Rank Hypergeometric Overlap (RRHO) analysis [24] to characterize the relationship between gene expression patterns across the entire transcriptome for viral group comparisons (Fig. 2B). RRHO revealed a significant overlap in genes that are upregulated in both heroin empty vs. saline empty and in heroin H3.3 WT vs. saline H3.3 WT (Fig. 2C top panel), indicating that these two heroin SA conditions showed highly similar increases in gene expression compared to corresponding saline groups. 

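The heroin effects in empty and in H3.3 WT rats were compared across the 22570 tested genes without a threshold. The log2 fold changes of heroin empty vs. saline empty and of heroin H3.3 WT vs. saline H3.3 WT had a Pearson r of 0.56 across genes, which are not independent replicates. In 100 random reassignments of the rats the r ranged from -0.51 to 0.58 with a median of 0.060, and 1 of them was as extreme (permutation p = 0.0198). The comparisons share no library. Across fits that each left out 1 rat, r stayed between 0.43 and 0.64, the lowest without saline H3.3 WT rat 44. Of the genes, 6905 were higher and 7455 lower in both heroin groups, and 8210 moved in opposite directions, so 63.6% shared a direction. From the overlap of upregulated genes (Fig. 2C), the paper concludes that both heroin conditions raised gene expression in a similar way.

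**Figure D1:**
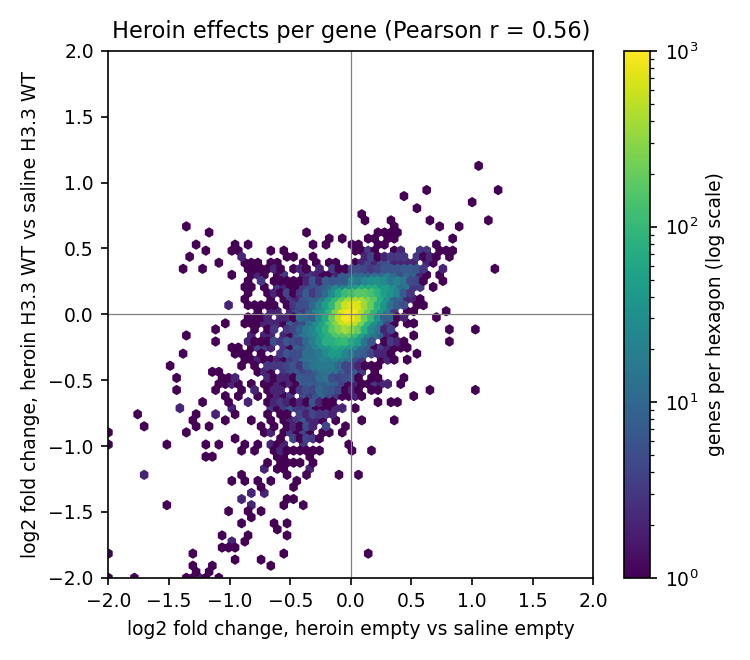
Log2 fold change of each tested gene for heroin empty vs. saline empty rats (x axis) and heroin H3.3 WT vs. saline H3.3 WT rats (y axis), with values beyond the axes drawn at the edge and colour giving the number of genes on a log scale. The cloud runs from lower left to upper right, with 63.6% of genes on the same side of 0 in both comparisons.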

In order to determine effects of the H3.3Q5A mutant in the context of heroin, we plotted the transcriptome of heroin H3.3Q5a *vs*. both heroin empty and heroin H3.3 WT vectors (Fig. 2C*,* middle and bottom panels). 

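Heroin H3.3Q5A vs. heroin empty and heroin empty vs. saline empty share the heroin empty libraries with opposite sign, so their fold changes are anti-correlated even with no effect. Across genes, which are not independent replicates, r was -0.81 for the empty comparisons, against a median of -0.49 and a range of -0.81 to 0.26 in 100 reassignments of the rats (permutation p = 0.0099, the smallest that these reassignments can give). For the H3.3 WT comparisons r was -0.79, against a median of -0.58 and a range of -0.80 to -0.12, and 4 of the reassignments were as extreme (permutation p = 0.0495). Splitting the heroin control rats into separate sets for each comparison removes the shared libraries. Over 70 such splits, the median r was -0.56 (from -0.74 to -0.33) for empty, with reassignments from -0.47 to 0.41, and -0.52 (from -0.65 to -0.30) for H3.3 WT, with reassignments from -0.52 to 0.32. Both had a permutation p of 0.0099. When the heroin H3.3Q5A rats were moved to the mean of their heroin control and reassigned with it, r had a median of -0.26 for empty (from -0.768 to 0.344) and -0.27 for H3.3 WT (from -0.795 to 0.299), so the lowest of these values for H3.3 WT lies beyond the r of the labelled rats. With rank correlation in place of Pearson's r, the H3.3 WT value was -0.60 with a permutation p of 0.297.

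**Figure D2:**
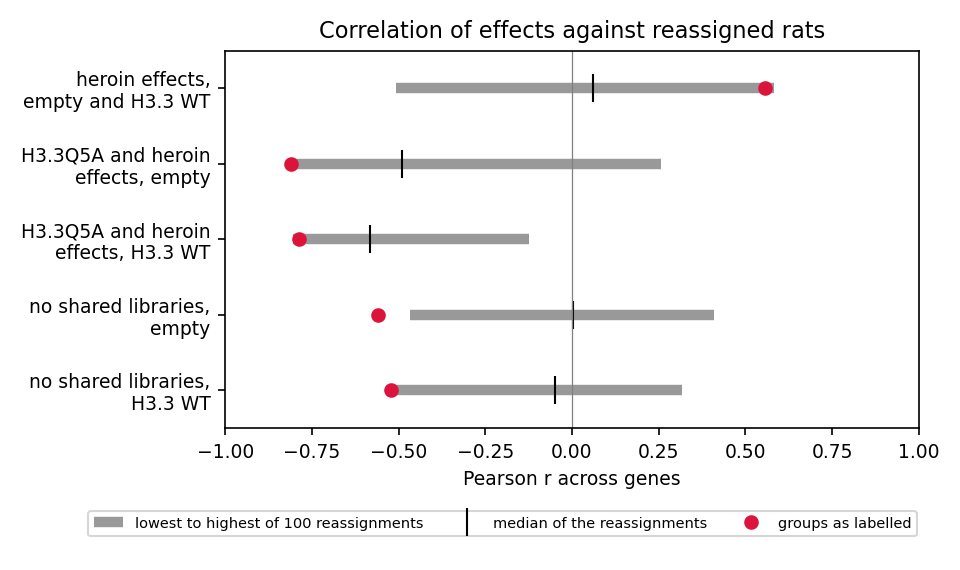
Pearson r across genes between effects (red points, groups as labelled) with the median (black tick) and full range (grey bar) of 100 reassignments of the rats. The grey bars of the comparisons that share libraries lie below 0 at their median, and those without shared libraries lie near 0.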

For both comparisons, we identified a robust pattern of anti-correlation, demonstrating that the H3.3Q5A mutant induced reversed gene expression patterns compared to heroin empty vector and heroin H3.3 WT groups.

To profile specific heroin-induced gene expression changes, we employed pairwise comparisons to identify differentially expressed (DEx) genes between heroin groups (empty vector and H3.3 WT) vs. saline groups (empty vector and H3.3 WT), defined at a false discovery rate (FDR) of <0.05, log2FC ± 0.2. We identified 736 upregulated and 1005 downregulated DEx genes between the heroin empty vs. saline empty conditions, and 303 upregulated and 823 downregulated DEx genes between heroin H3.3 WT and saline H3.3 WT comparisons, respectively (SI Appendix, Table S1). 

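On the deposited values without a factor for technical variation, 35 DEx genes were called between heroin empty and saline empty rats, 13 upregulated and 22 downregulated, and 4114 of the 22570 genes had an unadjusted p under 0.05. Between heroin H3.3 WT and saline H3.3 WT rats, 620 DEx genes were called, 68 upregulated and 552 downregulated, and 3544 genes had an unadjusted p under 0.05. The DEx sets shared 18 genes, all in the same direction. Of the counts for empty and for H3.3 WT rats, the count for empty rats moved more with the processing. It reached 2583 with 6 residual factors in the model and 1633 with 1. With median centring it was 780 with 651 upregulated, against 13 of 35. It was 0 without heroin empty rat 6 and 1182 without saline empty rat 18. With the log2 read total as covariate it was 0. Of 100 groupings of the same rats, the labelled one included, 5 gave as many as 35, so that count is not set apart from other groupings. Atp2b2 (ENSRNOG00000030269, chromosome 4 of rn6 from 145703045 to 146016325) encodes a plasma membrane calcium pump. Its deposited value was 14.6 ± 0.271 (SD, n = 8) in heroin empty and 14.1 ± 0.184 (SD, n = 7) in saline empty rats, a log2 fold change of 0.53 (standard error 0.11, adjusted p = 0.0265 from limma's moderated test with Benjamini-Hochberg adjustment), with 8 of 8 heroin rats above the saline mean. With each rat left out in turn, that fold change stayed between 0.47 and 0.60 and its adjusted p between 0.0061 and 0.095. In H3.3 WT rats the fold change of Atp2b2 was 0.32 (adjusted p = 0.12 from the same limma test). The gene with the lowest p among those upregulated in empty rats, ENSRNOG00000010780, rose by 0.27 on the log2 scale in empty rats (adjusted p = 0.025) and by 0.25 in H3.3 WT rats (adjusted p = 0.0056). Among downregulated genes ENSRNOG00000012073 came first, with log2 fold changes of -0.47 (adjusted p = 0.025) and -0.43 (adjusted p = 0.0041). The values do not pair these identifiers with gene names, and names were taken only from the part of Extended Data Table 1 that could be read, 1998 of its 32882 genes.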

There were only 29 DEx genes between empty vs. H3.3 WT, confirming that the majority of gene expression changes induced by the H3.3Q5A mutant are not due to exogenous expression of the histone H3.3 protein. 

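No DEx gene was called between heroin H3.3 WT and heroin empty rats, where the lowest adjusted p was 0.351 by limma's moderated test with Benjamini-Hochberg adjustment and 1277 genes (5.66%) had an unadjusted p under 0.05. Between saline H3.3 WT and saline empty rats there was also no DEx gene and the lowest adjusted p was 0.191, but 3788 genes (16.8%) had an unadjusted p under 0.05. With 1 residual factor in the model, the DEx genes numbered 0 in heroin and 320 in saline rats. With 3 residual factors they numbered 195 in heroin and 1927 in saline rats.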

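A heroin DEx gene was counted as reversed when it was also a DEx gene, in the opposite direction, between heroin H3.3Q5A rats and the heroin control. For empty, 25 of the 35 heroin DEx genes were reversed (71.4%, 95% Wilson interval 54.9 to 83.7), 8 of 13 upregulated and 17 of 22 downregulated. For H3.3 WT, 305 of 620 were reversed (49.2%, interval 45.3 to 53.1), 9 of 68 upregulated and 296 of 552 downregulated. These intervals treat genes as independent, which they are not. Ignoring significance, the sign was opposite for 100% and 99.7% of the heroin DEx genes, and the shared heroin control rats favour this. With a single rat left out, 7 of 23 fits for empty called no heroin DEx gene, so they gave no share. In the others the share ranged from 14.1% to 100%, the latter from a single heroin DEx gene, for empty and from 17.6% to 68% for H3.3 WT, with both lowest values without heroin H3.3Q5A rat 25.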

Importantly, reducing levels of H3Q5dop with the mutant H3.3Q5A virus reversed over 50% of gene expression changes induced by extended heroin SA abstinence, compared to both heroin empty and heroin H3.3 WT groups (SI Appendix, Fig. S1*A-B*).

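The genes reversed against both heroin controls numbered 13 on the deposited values. Of 100 groupings of the same rats, the labelled one included, 1 gave as many. The number was 287 with 1 residual factor in the model and 0 when each comparison was fitted on its own groups alone.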

In order to determine which pathways were affected by blocking H3Q5dop, we next performed a Gene Ontology Enrichment Analysis (GO) on the set of overlapping DEx genes (*n* = 321) that were reversed between heroin H3.3Q5A vs. heroin empty and heroin H3.3 WT conditions (SI Appendix, Fig. S1C). We found significant associations with genes involved in opioid neuropeptide pathways, dopamine receptor signaling, cytokine responses, synaptic transmission, and regulation of neuronal action potentials (Fig. 2C), indicating that H3Q5dop accumulation during heroin abstinence may drive specific neuroadaptations related to altered plasticity in the VTA.

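Few genes of these pathways could be named. The readable part of Extended Data Table 1 names none of 8 genes listed for opioid peptides and receptors, 1 of 16 for dopamine synthesis and signaling, 2 of 23 cytokine receptors, 3 of 24 for synaptic vesicles and transmission and 3 of 24 for neuronal action potentials, so no test of these sets was made. Hcn2 (ENSRNOG00000008831, chromosome 7 of rn6 from 12851738 to 12874215), which encodes a hyperpolarization-activated channel, was at 12.7 ± 0.392 (SD, n = 8) in heroin H3.3Q5A and 13.4 ± 0.333 (SD, n = 7) in heroin H3.3 WT rats. Its log2 fold change was -0.62 (standard error 0.17, adjusted p = 0.033 from limma's moderated test with Benjamini-Hochberg adjustment) against heroin H3.3 WT, with 7 of 8 rats below the control mean, and -0.29 (adjusted p = 0.33) against heroin empty. Across fits that each left out a rat, the adjusted p against heroin H3.3 WT ranged from 0.0049 to 0.12. Syt2, a synaptic vesicle gene, was lower by the same limma test at -0.85 against heroin empty (adjusted p = 0.068) and -0.92 against heroin H3.3 WT (adjusted p = 0.065), neither past the threshold. Of the other named genes, Scn3a, Cplx1, Syn1, Adcy5, Il17ra and Cntfr were not DEx genes in either comparison.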

Interestingly, while levels of the H3Q5dop PTM itself appear to renormalize by AD30 (SI Appendix, Fig. S2), our RNA-seq data reveals broad transcriptional changes (~800 DEx genes) at this time point as a result of blocking dopaminylation with the AAV H3.3Q5A virus throughout heroin abstinence, with expression starting at approximately AD7 and peaking at AD28 [28]. This indicates that H3Q5dop accumulation during the course of abstinence drives substantial and persistent molecular changes in this region that precipitate long-lasting alterations in VTA function. 

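Heroin H3.3Q5A rats differed from heroin empty rats in 724 DEx genes, 545 upregulated and 179 downregulated, and from heroin H3.3 WT rats in 611, of which 456 were upregulated and 155 downregulated. In both comparisons 341 genes were DEx in the same direction, 302 up and 39 down; the heroin H3.3Q5A libraries are common to both. The balance of directions turned around with median centring, where 470 genes were up and 1729 down against heroin empty, and 384 up and 838 down against heroin H3.3 WT. Under quantile normalization it did not, with 385 up and 202 down against heroin empty, and 400 up and 193 down against heroin H3.3 WT. Leaving out heroin H3.3Q5A rat 25 reduced the counts to 141 and 137, and leaving out heroin H3.3Q5A rat 21 raised them to 1620 and 1512. When each comparison was fitted on its own groups alone, the counts were 101 against heroin empty and 0 against heroin H3.3 WT. ENSRNOG00000014333 was at 10.8 ± 0.186 (SD, n = 8) in heroin H3.3Q5A and 10.4 ± 0.103 (SD, n = 8) in heroin empty rats. Its log2 fold change was 0.38 against heroin empty (adjusted p = 0.0030 from limma) and 0.37 against heroin H3.3 WT (adjusted p = 0.0029), with 8 of 8 rats above the control mean in both. ENSRNOG00000006226 was lower by limma's test, at -0.31 (adjusted p = 0.0044) and -0.30 (adjusted p = 0.0052), with 7 of 8 rats below the control mean. The paper reasons from these changes that accumulation of H3Q5dop during abstinence drives lasting molecular changes in the VTA.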

Although the VTA is a critical source of dopaminergic neurotransmission to the ventral striatum, this region had surprisingly not yet been profiled at the transcriptomic level in a volitional animal model of heroin dependence. Therefore, we also performed GO analyses of DEx genes between heroin vs. saline groups, which revealed that extended abstinence from heroin induced long-term changes in VTA interneurons, as well as in the generation of neuronal action potentials, myelination machinery, oligodendrocyte maturation, and ECM-based remodeling and plasticity (SI Appendix, Fig. S3).

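For the heroin effect over empty and H3.3 WT rats together, the mean of the effects in each was tested, a comparison added after the data were examined. It gave 1500 DEx genes, 496 upregulated and 1004 downregulated. Of 20 genes listed for oligodendrocytes and myelin, 14 could be named, and all 14 were higher in heroin rats, by a median of 0.33 on the log2 scale, with 3 past the threshold. Within each vector none of the 14 passed it; the median was 0.48 in empty rats and 0.20 in H3.3 WT rats, where 1 of the 14 was lower. Their mean over the 29 rats was 0.31 higher after heroin (permutation p = 0.020, 100000 resamples, two-sided), but the genes vary together, and 52.7% of the permutations put all 14 on the same side. Mbp (ENSRNOG00000016516, chromosome 18 of rn6 from 79326737 to 79437310) was at 18.7 ± 0.376 (SD, n = 8) in heroin empty and 18.2 ± 0.414 (SD, n = 7) in saline empty rats, and at 18.9 ± 0.339 (SD, n = 7) in heroin H3.3 WT and 18.7 ± 0.428 (SD, n = 7) in saline H3.3 WT rats. Its heroin effect was 0.52 in empty rats (adjusted p = 0.13 from limma) and 0.22 in H3.3 WT rats (adjusted p = 0.63). Its mean heroin effect was 0.37 (standard error 0.13, adjusted p = 0.069 from limma's moderated test with Benjamini-Hochberg adjustment), not past the threshold; under quantile normalization the effect of Mbp was 0, because it holds the top rank in each rat. All 6 genes named among 25 of the extracellular matrix were lower, 4 of them DEx genes; in H3.3 WT rats 5 were DEx genes and in empty rats none. Col1a1 (ENSRNOG00000003897, chromosome 10 from 82745800 to 82762789) had a log2 fold change of -1.91 in H3.3 WT rats (standard error 0.38, adjusted p = 0.0031 from limma), with 7 of 7 heroin rats below the saline mean. In empty rats it was -0.66 (adjusted p = 0.34). Of the action potential genes, Hcn2 rose by 0.25 (adjusted p = 0.18 from limma) and Scn3a was at -0.13 (adjusted p = 0.27), neither past the threshold. None of 17 interneuron genes could be named. The named genes come from a table ordered by the difference between saline H3.3 WT and saline empty rats, and those libraries are also part of the heroin effects given here.

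**Figure D3:**
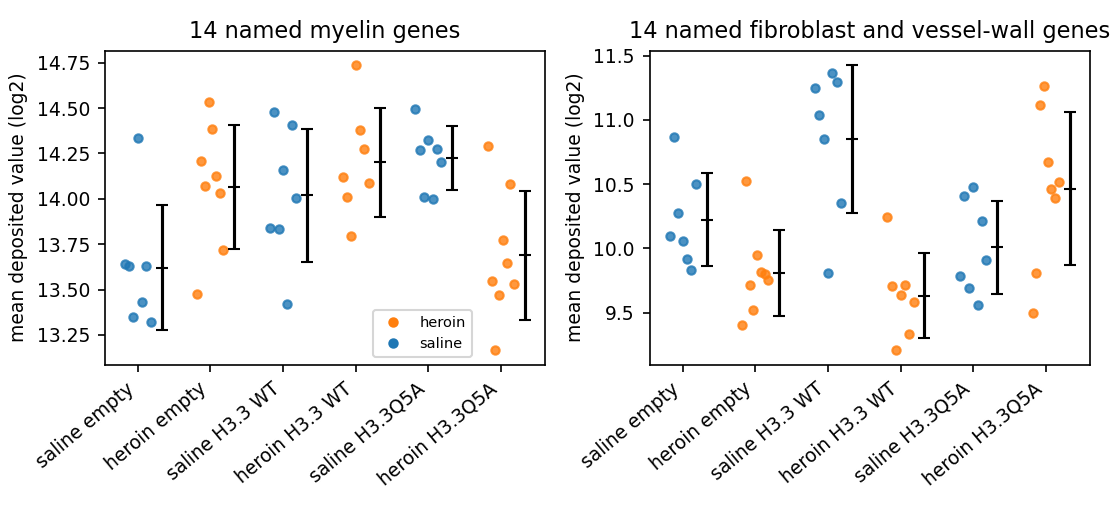
Mean deposited value of 14 named myelin genes (left) and of 14 named fibroblast and vessel-wall genes (right) in each rat, on a log2-like scale, with the group mean and SD beside the points. The myelin mean was 13.6 in saline empty and 14.1 in heroin empty rats, 14.0 in saline H3.3 WT and 14.2 in heroin H3.3 WT rats, 14.2 in saline H3.3Q5A and 13.7 in heroin H3.3Q5A rats.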

To determine if extended heroin vs. cocaine abstinence induced similar gene expression changes in the VTA, we performed odds ratio analyses to measure the extent of overlap of DEx genes in both conditions, using our previously published cocaine dataset [11]. Interestingly, we identified a significant pattern of opposing gene expression, with robust overlaps identified between genes that were upregulated in heroin and downregulated in cocaine (and vice versa) (SI Appendix, Fig. S4A), suggesting that these two substances likely act on similar pathways but in opposite directions within the VTA. Furthermore, we also found that gene expression reversals induced by H3.3Q5A also displayed opposite directionality between heroin vs. cocaine (SI Appendix, Fig. S4B), indicating that H3Q5dop likely functions as a mediator of general neural plasticity within this brain region, rather than as a downstream effector of a specific drug-induced pathway.

### Accumulation of H3Q5dop in VTA contributes to heroin-seeking after extended abstinence

Finally, to investigate the consequences of reducing H3Q5dop levels on heroin relapse-relevant behaviors, we put an independent cohort of animals through chronic heroin self-administration, followed by intra-VTA viral infusions on AD1, using the same three viral vectors discussed above (Fig. 3A, B). On AD30, animals were tested for heroin-seeking behavior in a cue-induced reinstatement paradigm. Preventing H3Q5dop accumulation in heroin SA animals significantly reduced motivated heroin-seeking behaviors in heroin animals (Fig. 3C) via Two-way ANOVA, with significant effects of heroin (F [1,40] = 86.82, *p* = <0.0001), virus (F [2,40] = 4.456, *p* = 0.017), and interaction (F [2,40] = 4.01, *p* = 0.025) observed. Tukey’s MC tests revealed significant differences between heroin H3.3 Q5A vs. heroin empty (*p* = 0.0007) and heroin H3.3Q5A vs. heroin H3.3 WT (*p* = 0.0288), and no significant effects between saline viral groups (*p* > 0.05). Importantly, we have previously shown that this H3.3Q5A mutant histone does not affect operant behavior for natural rewards [11]. Together, these data indicate that aberrant accumulation of H3 dopaminylation in VTA promotes a discrete transcriptional program capable of mediating relapse associated vulnerability across pharmacologically distinct addictive substances.

**Fig. 3:**
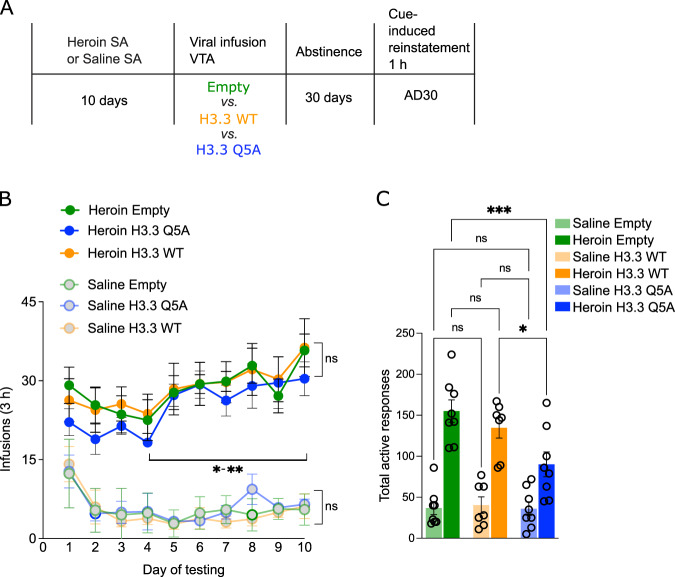
Reducing H3Q5dop in VTA attenuates heroin-seeking. **A** Experimental timeline of heroin SA (3 h @ 0.02 mgs/kg/infusion, FR1–3) vs. saline SA drug-induced reinstatement experiments following viral transduction with either empty vector, H3.3 WT or H3.3Q5A viruses. **B** Rats were put through 10 days of heroin SA, with escalation of intake, *n* = 7–8/group, via two-way ANOVA, with significant effect of time (F [9, 180] = 6.512, *p* < 0.0001), and no effect of virus (*p* = 0.53), followed by Dunnett’s MC test for day 4 vs. day 10 (*p* = 0.01-*p* = 0.003). There was no significant difference in heroin intake between animals assigned to different viral groups. There was no significant escalation of intake for saline groups (*p* = 0.9). Rats were infected intra-VTA with one of the three viral vectors (on day 11), followed by 30 d of withdrawal, extinction and (**C**) Cue-induced reinstatement of drug seeking (*n* = 7–8/group); the total number of active responses was reduced in H3.3Q5A rats vs. H3.3 WT (*p* = 0.028) and empty vector controls via two-way ANOVA, with a significant effects of heroin (F [1,40] = 86.82, *p* = <0.0001), virus (F [2,40] = 4.456, *p* = 0.017), and interaction (F [2,40] = 4.01, *p* = 0.025). Tukey’s MC tests revealed significant differences between heroin H3.3Q5A vs. heroin empty (*p* = 0.0007) and heroin H3.3Q5A vs. heroin H3.3 WT (*p* = 0.0288), and no significant effects between saline viral groups (*p* > 0.05). For all graphs, ^#^*p* < 0.1, *p < 0.05, **p < 0.01, ***p < 0.001. Data presented as average ± SEM.

## Discussion

As part of its mechanism of action, heroin exposures increase neurotransmission from dopaminergic neurons in VTA to reward-processing projection regions in striatum, among other neuronal regions. These fluctuations in dopamine signaling are thought to contribute to maladaptive plasticity and impaired decision-making observed during substance dependence. However, the mechanisms that mediate these processes at the epigenetic level are not fully characterized. Here, we showed that H3Q5dop rapidly accumulates in rodent VTA at 24 h post-heroin SA, and that this increase persisted during protracted periods of heroin abstinence (e.g., AD14). We next profiled gene expression changes that occurred after attenuating levels of H3Q5dop during heroin abstinence and identified highly significant overlap with regulation of opioid and dopaminergic signaling, cytokine pathways, and synaptic transmission/regulation of neuronal action potential related processes. Finally, these transcriptomic changes coincided with a significant decrease in drug-seeking behavior after 30 d of heroin abstinence. Together, these data indicate that H3Q5dop plays a critical role in promoting persistent functional alterations that drive maladaptive behaviors related to heroin relapse vulnerability.

Our findings also highlight the critical role of H3Q5dop in regulating epigenetic changes after chronic exposures to, and abstinence from, different drugs of abuse (e.g., an opioid vs. a psychostimulant). However, we also observed key differences between the substances with respect to both the dynamics and gene targets of H3Q5dop. First, we found that H3Q5dop is significantly increased in rodent VTA as soon as AD1 post-heroin SA, an increase that persists throughout more extended periods of abstinence. In contrast, levels of H3Q5dop during cocaine abstinence remained unchanged 24 h after the last day of cocaine SA, and then slowly accumulated during long-term withdrawal (e.g., AD30; a time point in which H3Q5dop is no longer globally elevated following heroin exposures). This temporal difference in H3Q5dop dynamics may reflect differences in dopaminergic activity in response to either substance, particularly during more acute periods of abstinence—for example, electrophysiology and fiber photometry studies have demonstrated that while cocaine exposures lead to immediate inhibition of dopaminergic VTA neurons, heroin exposures strongly activate these projections [29]. Furthermore, neurons in striatum activate distinct pathways in downstream projection regions in response to heroin vs. cocaine, suggesting that the reward system may display circuit-specific responses to different classes of drugs of abuse [30, 31].

Another major finding revealed in our current study relates to VTA gene expression changes mediated by H3Q5dop in response to heroin vs. cocaine SA. Our RNA-seq analyses found that heroin abstinence induced robust changes in genes involved with interneuron transmission activity, oligodendrocyte myelination, and ECM remodeling. These transcriptomic changes correlate to current hypotheses regarding opiate disinhibition of GABAergic regulation of dopaminergic activity through local interneuron networks in the VTA, thereby leading to increased DA output from the VTA [32, 33]. These findings also parallel our previous work demonstrating that exposures to heroin increase expression of oligodendrocyte genes and myelination pathways in the PFC, a phenomena that has been confirmed in recent single-cell RNA-seq studies [34, 35]. Interestingly, we also found that heroin and cocaine appear to elicit significantly opposite patterns of gene expression in the VTA, which has also been observed in other brain regions within the mesolimbic reward pathway in human tissues, and in preclinical models [36, 37]. Our findings suggest that while both cocaine and heroin dependence converge on similar critical molecular pathways in the VTA, these substances alter reward circuitry function by driving gene expression in opposing directions.

Importantly, reducing accumulation of H3Q5dop with a dominant negative H3.3 mutant virus led to specific gene expression changes in molecular processes mediating action potential generation, membrane conductance, and synaptic regulation, as well as signaling cascades directly related to opioid and dopaminergic pathways. The renormalization of these gene expression alterations led to significantly reduced drug-seeking behavior following extended abstinence from heroin SA, suggesting that these pathways contribute to relapse vulnerability in drug dependence. Together, our data show that H3Qdop accumulation may regulate a state of increased neuronal plasticity, derived from aberrant signals that disrupt the balance of excitatory/inhibitory modulation of VTA activity. Given that chronic heroin use followed by withdrawal induces adaptations in dopaminergic neurotransmission and changes in membrane ion conductance and ion channels [38], it is notable that reducing H3Q5dop acts to specifically alter these pathways, indicating that this modification may actively participate in the molecular translation of heroin withdrawal to altered neural activity.

Finally, our previous work established that the H3Q5dop modification may be an upstream epigenetic regulator of dopaminergic neurotransmission in drug dependence. Our current findings suggest that manipulation of H3Q5dop during different stages of drug dependence may represent a useful tool to reveal important gene expression profiles that are unique to specific classes of substances. Moving forward, delineating specific transcriptional signatures that effectively promote reward-circuit remodeling for different drugs of abuse may provide insights to guide clinicians in tailoring therapeutic strategies towards the unique mechanisms of action for a given drug class. For example, substances like nicotine and alcohol, which also converge on promoting dopamine outflow, have distinct molecular interactions with cellular substrates in the VTA. Further study of H3Q5dop dynamics in the context of these different substances may reveal distinct epigenetic mechanisms that translate their respective receptor-binding signals into increased plasticity. Importantly, recent reports of sex-specific dopamine activity after heroin exposure and increased heroin-seeking behaviors in females highlight the need to expand investigations of H3Q5dop mechanisms in female subjects [39]. Overall, the data presented here demonstrate that heroin acts through H3Q5dop deposition as an epigenetic mechanism in the VTA to recruit specific transcriptional programs that alter dopaminergic neurotransmission and drive drug-seeking behaviors during prolonged abstinence.

## Supplementary information

Supplemental Material

Extended Data Table 1

## Data Availability

Data from RNA-seq experiments have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) database under accession number GSE169628. We declare that the data supporting findings for this study are available within the article. No restrictions on data availability apply.

# Supplementary material for: Histone H3 dopaminylation in ventral tegmental area underlies heroin-induced transcriptional and behavioral plasticity in male rats
**Source:** Neuropsychopharmacology. 2022 Jan 29;47(10):1776–83. doi: 10.1038/s41386-022-01279-4
**Supplement:** Supplementary file 1 — Supplemental Material

## SUPPLEMENTAL MATERIAL

***Histone H3 dopaminylation in ventral tegmental area underlies heroin-induced transcriptional and behavioral plasticity in male rats***

**Running Title:** *H3Q5dop in VTA mediates heroin-seeking*

Sasha L. Fulton<sup>1,5</sup>, Swarup Mitra<sup>2,5</sup>, Ashley E. Lepack<sup>1</sup>, Jennifer A. Martin<sup>2</sup>, Andrew F. Stewart<sup>1</sup>, Jacob Converse<sup>2</sup>, Mason Hochstetler<sup>2</sup>, David M. Dietz<sup>2\*</sup>, Ian Maze<sup>1,3-4\*</sup>

**A**

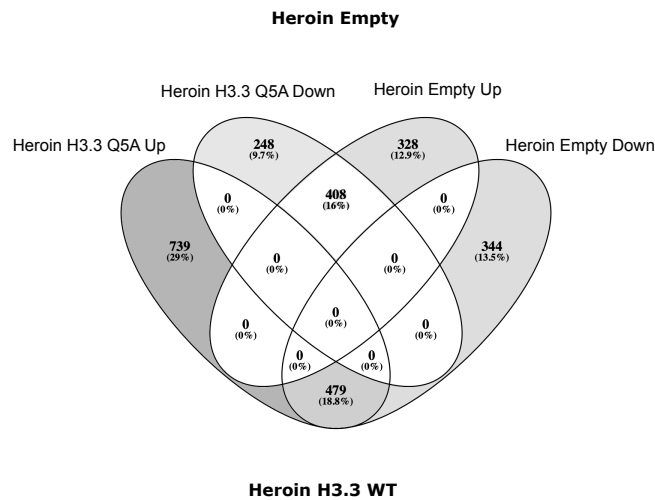

**B**

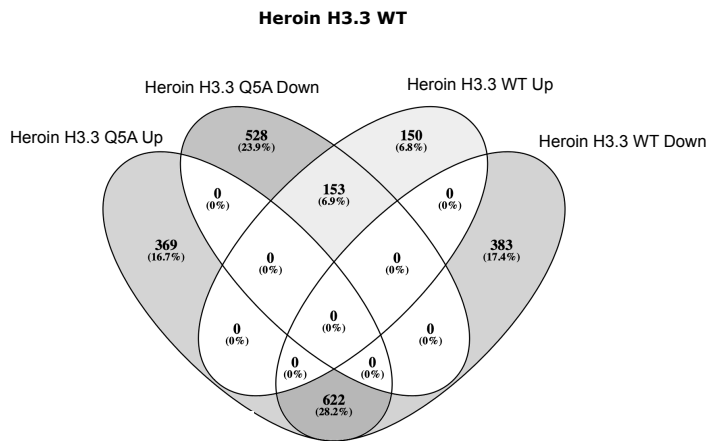

**C**

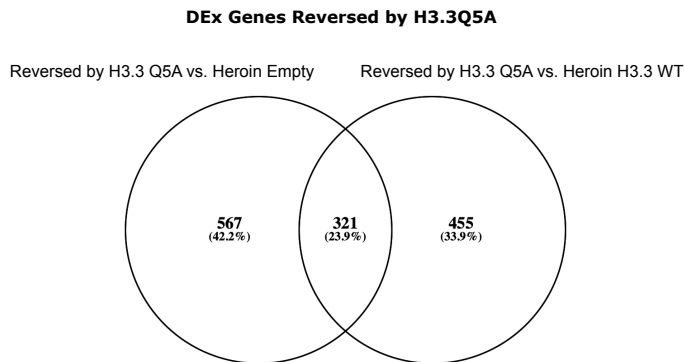

**Figure S1. Overlapping DEx genes reveals shared upregulated and downregulated genes in heroin vs. saline**

Venn diagram showing DEx genes upregulated and down regulated between heroin H3.3Q5A groups and (A) heroin empty vs. saline empty groups and (B) heroin H3.3WT vs. saline H3.3 WT groups reveals that H3.3Q5A reverses over 50% of heroin-induced

gene expression changes.. (C) Venny diagram showing overlap of all DEx genes between heroin H3.3Q5A vs. heroin empty or vs. heroin H3.3WT.

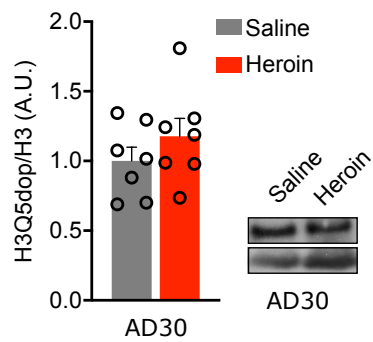

**Figure S2. Levels of H3Q5dop in the rat VTA renormalize by AD30**

H3Q5dop is not differentially regulated at AD30, *via* Student's t-test ( $t=1.099$ ,  $df=12$ ,  $p=.29$ ).

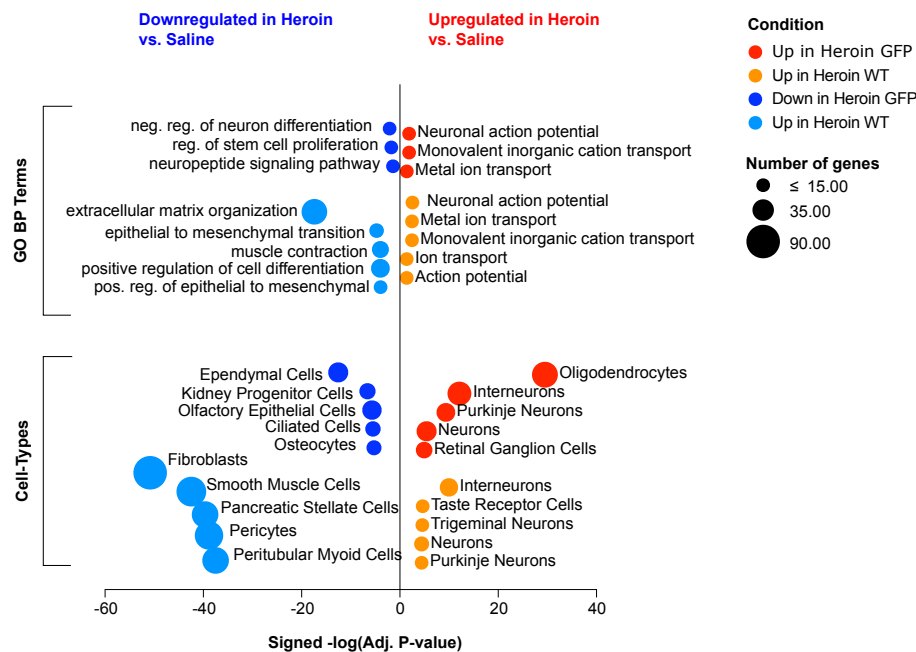

**Figure S3. GO analysis reveals biological pathways and cell-types associated with DEX genes in heroin vs. saline**

Bubble plot displays GO analysis for DEX genes between heroin vs. saline groups. Enrichments are ranked by adj. p-value [25]. Multivariate plots display top ranked gene sets, Y-axis = rank from 1-5 for Cell-type (PanglaoDB Augmented 2021) and Gene ontology (GO BP) gene sets, plotted according to signed  $-\log_{10}(\text{adj.p-value})$  on the X-axis to indicate directionality of expression of genes analyzed, and the number of DEX genes overlapping with the gene set (bubble size), and the comparison source of DEX genes (fill color).

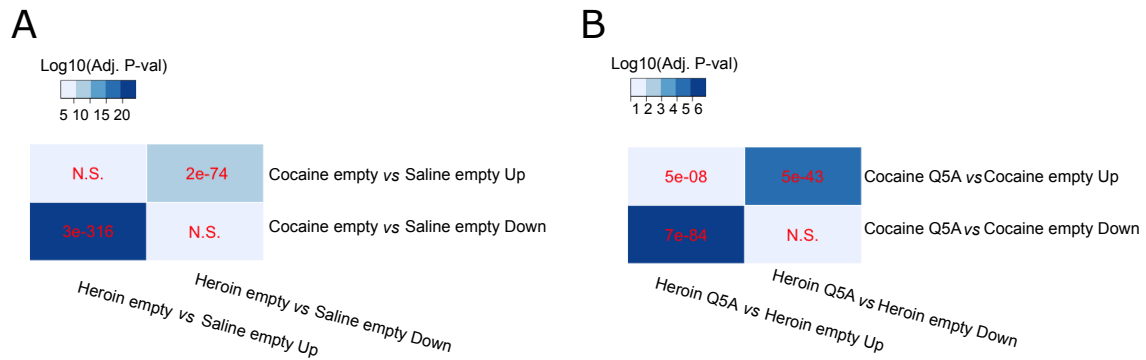

**Figure S4. Heroin and cocaine regulate similar gene expression pathways in opposite directions.**

Odds ratio analysis reveals heroin and cocaine regulate gene expression in opposite directions. Plots display adj. p-val for the overlap between DEx genes in **(A)** heroin empty vs. saline empty and cocaine empty vs. saline empty and **(B)** heroin H3.3Q5A vs. heroin empty and cocaine H3.3Q5A vs. cocaine empty.

Supplementary Data **Table S1** (Processed RNA-seq Data; Excel Format)

How the deposited data were processed for this re-analysis (not part of the article)

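RNA from VTA punches of 44 rats in 6 groups of 7 to 8 was compared, with saline or heroin self-administration and an empty, H3.3 WT or H3.3Q5A vector. Groups follow the sample labels. A further saline library with conflicting labels was left out, and counted by its title or by its treatment in alternatives.

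The authors aligned reads with HISAT2 to rn6, removed reads with several alignments, counted reads with featureCounts and normalized with DESeq2. The deposited values are variance-stabilized counts on a log2-like scale for 32883 genes and 45 libraries. Inverting the transformation gave whole numbers for 100% of the values, so reads on genes per library were recovered, from 24308953 to 71104049. Their number limits the precision for genes with few reads. The paper's text does not name the number of RUVr factors, and whether the deposited values had any subtracted was not tested.

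Values were analysed in R 4.3.3 with limma 3.58.1, as fits of all 6 groups with an intensity trend in the variance, on 22570 genes above the lowest value in at least 7 mapped libraries. DEx genes had a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change beyond 0.2. Comparisons were heroin vs. saline within each vector, H3.3Q5A vs. each control in heroin rats, H3.3Q5A vs. empty in saline rats, H3.3 WT vs. empty within each drug, and the interaction of heroin and H3.3Q5A against empty. RRHO was not repeated. Correlations across genes were set against 100 seeded reassignments of the rats, and counts of DEx genes against 100 groupings.

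Before the data were examined, these alternatives were chosen: no gene filter, only genes above the median by mean, median centring, quantile normalization, 1 or 3 residual factors (the leading axes of the residuals after the group means, in the manner of RUVr), only the groups compared, array weights, rat number as covariate, no fold-change threshold, an FDR of 0.1, both readings of the conflicting library, rank correlation, and leaving out each rat. Chosen after the data were examined were voom on the recovered reads, with and without a residual factor, the log2 read total as covariate, 2, 4, 5 or 6 residual factors, and the mean heroin effect over empty and H3.3 WT rats. A count model was not run on the recovered reads, which were modelled with voom only.

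Genes to be named were fixed before the data were examined: those the paper names, those of 25 lists written by hand, and the 3 with the lowest adjusted p in each direction of the main comparisons. The values carry Ensembl identifiers only. Names and rn6 coordinates come from the 1998 readable rows of Extended Data Table 1. Results for some of these genes are not reported here. No list had 80% of its genes named, so gene set tests were void and not made. The scripts were tested on simulated data: with independent noise, 94% of 200 changed genes were called, and 4 of 22370 unchanged genes. Libraries of the same group were checked for duplication, and the lowest chi-square per gene in 140 pairs was 11.1.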

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

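In these paragraphs, the tests of exchanged labels, of covariates in saline rats and of random gene means were chosen after the results were seen, and the covariates for the interaction were chosen before the fits with them were run but after the interaction count and the changes of several myelin genes had been seen.

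The effect of H3.3Q5A differed between saline and heroin rats. The interaction of heroin and H3.3Q5A against empty gave 3149 DEx genes, 1563 positive and 1586 negative, by limma's test, and 1 of 100 groupings, the labelled one, gave as many. The heroin effect in H3.3Q5A rats was opposite to that in empty rats, with r = -0.69 across genes (permutation p = 0.0099) and no shared library, and to that in H3.3 WT rats, with r = -0.46 (permutation p = 0.0297). Genes are not independent replicates. Different library depth as the whole cause is argued against, since 2254 interaction genes were left with the log2 read total as covariate. Different tissue in the punches stays open. With the mean of 14 named myelin genes as covariate, 0 interaction genes were left, and also 0 with 3 scores for myelinated, meningeal or vascular, and pituitary or ependymal tissue. That test decides nothing, however. Means of 14 random genes of similar level left 0 genes in 79 of 100 draws, with a median of 0 and a highest count of 4104, so removal of the calls is not particular to myelin genes. A true change in myelin RNA would be removed as well. Exchanged drug labels of the 2 H3.3Q5A groups would also turn the heroin effect around (r = -0.69), and nothing in the values tells this apart from an effect of the mutant that depends on the drug. With the labels as given, a reversal of heroin-induced expression by the mutant stays open as a biological explanation. With exchanged labels no DEx gene would be reversed against heroin empty, as saline H3.3Q5A vs. heroin empty rats gave 0 DEx genes. Reversal against heroin H3.3 WT with exchanged labels was not tested.

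H3.3Q5A was also followed by changes in saline rats, which the paper does not report. Saline H3.3Q5A vs. saline empty rats gave 1116 DEx genes, 728 upregulated and 388 downregulated, while saline H3.3 WT vs. saline empty gave 0 with 3788 genes at an unadjusted p under 0.05. Only 1 of 100 groupings gave as many. Without saline empty rat 22 the count was 166, and without saline empty rat 18 it was 2204. Different library depth is argued against as the whole cause, as 778 DEx genes were left with the log2 read total as covariate. With the myelin mean as covariate 0 were left, but random gene means left 0 in 93 of 100 draws, so a different share of myelinated tissue in the punches can be neither held nor excluded from this. An effect of the mutant without heroin, and exchanged labels, stay open.

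Single rats lay far from the others of their group in 13 of 102 groups of values, where about 5.1 are what chance gives. The genes are not independent of each other, so several values in the same rat count as little more than a single value. Saline empty rat 18 had Atp2b2 at 14.5 (others 13.9 to 14.1), Mbp at 19.1 (others 17.9 to 18.3), Scn3a at 11.5 (others 11.9 to 12.1) and Cplx1 at 14.9 (others 13.5 to 14.1). Without it, DEx genes between heroin and saline empty rats rose from 35 to 1182. Heroin H3.3 WT rat 11 had Atp2b2 at 15.1 (others 14.4 to 14.7), Scn3a at 11.1 (others 11.5 to 11.8), Syt2 at 13.7 (others 12.2 to 12.6) and Cplx1 at 15.6 (others 14.4 to 14.9). The remaining values were Tgm2 at 9.16 in heroin H3.3Q5A rat 24 (others 10.1 to 10.6), Col1a1 at 9.92 in saline H3.3 WT rat 27 (others 11.6 to 12.2) and at 9.15 in saline H3.3Q5A rat 33 (others 10.1 to 10.8), Il17ra at 10.6 in heroin H3.3Q5A rat 21 (others 10.1 to 10.2), and ENSRNOG00000010780 at 11.0 in saline H3.3 WT rat 44 (others 11.2 to 11.4). No explanation was tested for these rats, and a difference in punch position or in the animals stays open.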

How the results depend on the processing

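Counts of DEx genes on the deposited values were 35 for heroin vs. saline in empty rats, 620 for heroin vs. saline in H3.3 WT rats, 724 for heroin H3.3Q5A vs. heroin empty, 611 for heroin H3.3Q5A vs. heroin H3.3 WT, 0 for heroin H3.3 WT vs. heroin empty, 0 for saline H3.3 WT vs. saline empty, 1116 for saline H3.3Q5A vs. saline empty, 114 for heroin vs. saline in H3.3Q5A rats, 3149 for the interaction of heroin and H3.3Q5A, 1500 for the mean heroin effect, 13 for genes reversed against both controls, 71.4% for the reversed share in empty rats and 49.2% for the reversed share in H3.3 WT rats. Below, a count is given where an alternative moved it by more than 1.5 times and a share where it left its interval. The cause was not tested where none is given. Among the tests with other groupings of the rats, that of the mean heroin effect was chosen after its result was seen.

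Factors taken from the residuals changed the most counts. The values with 1, 2, 3, 4, 5 and 6 residual factors follow in that order, and those with 2, 4, 5 and 6 were added after the data were examined. Heroin vs. saline in empty rats gave 1633, 1996, 2322, 2430, 2526 and 2583. Heroin vs. saline in H3.3 WT rats gave 1048, 1557, 1862, 1968, 2054 and 2120. Heroin H3.3Q5A vs. heroin empty gave 1837, 2134, 2388, 2486, 2594 and 2655. Heroin H3.3Q5A vs. heroin H3.3 WT gave 1618, 1931, 2190, 2280, 2428 and 2477. Heroin H3.3 WT vs. heroin empty gave 0, 2, 195, 331, 435 and 504. Saline H3.3 WT vs. saline empty gave 320, 1491, 1927, 2038, 2156 and 2229. Saline H3.3Q5A vs. saline empty gave 2330, 2765, 3146, 3266, 3375 and 3456. Heroin vs. saline in H3.3Q5A rats gave 1528, 2021, 2412, 2539, 2669 and 2739. The interaction of heroin and H3.3Q5A gave 4297, 4928, 5327, 5441, 5596 and 5732. Genes reversed against both controls gave 287, 468, 700, 743, 764 and 783. The reversed share in H3.3 WT rats gave 62.9%, 57.9%, 61.3%, 60.8%, 60.9% and 60.7%.

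Without a gene filter, the values were 15 for heroin vs. saline in empty rats, 58 for heroin vs. saline in H3.3Q5A rats and 8 for genes reversed against both controls. For genes above the median by mean, the values were 253 for heroin vs. saline in empty rats, 396 for heroin vs. saline in H3.3 WT rats, 514 for heroin vs. saline in H3.3Q5A rats, 49.8% for the reversed share in empty rats, 55.3% for the reversed share in H3.3 WT rats and 41 for genes reversed against both controls. Under median centring, the values were 780 for heroin vs. saline in empty rats, 2199 for heroin H3.3Q5A vs. heroin empty, 1222 for heroin H3.3Q5A vs. heroin H3.3 WT, 977 for heroin vs. saline in H3.3Q5A rats and 64 for genes reversed against both controls. Under quantile normalization, the values were 17 for heroin vs. saline in empty rats, 194 for heroin vs. saline in H3.3Q5A rats and 7 for genes reversed against both controls. Counting the unmapped saline rat by its title, the values were 384 for heroin vs. saline in H3.3Q5A rats. Counting it by its treatment tag, the values were 2 for heroin vs. saline in empty rats, 183 for heroin vs. saline in H3.3 WT rats, 73 for heroin vs. saline in H3.3Q5A rats, 991 for the mean heroin effect, 50% for the reversed share in empty rats, 73.8% for the reversed share in H3.3 WT rats and 0 for genes reversed against both controls. Fitting only the groups compared, the values were 81 for heroin vs. saline in empty rats, 244 for heroin vs. saline in H3.3 WT rats, 101 for heroin H3.3Q5A vs. heroin empty, 0 for heroin H3.3Q5A vs. heroin H3.3 WT, 447 for heroin vs. saline in H3.3Q5A rats, 16% for the reversed share in empty rats, 0% for the reversed share in H3.3 WT rats and 0 for genes reversed against both controls. With array weights, the values were 1984 for heroin vs. saline in empty rats, 1570 for heroin H3.3Q5A vs. heroin empty, 1256 for heroin H3.3Q5A vs. heroin H3.3 WT, 2307 for saline H3.3Q5A vs. saline empty, 1561 for heroin vs. saline in H3.3Q5A rats, 4789 for the interaction of heroin and H3.3Q5A, 45.4% for the reversed share in empty rats, 61.5% for the reversed share in H3.3 WT rats and 177 for genes reversed against both controls. Adding the rat number as covariate, the values were 12 for heroin vs. saline in empty rats, 283 for heroin H3.3Q5A vs. heroin empty, 1 for heroin H3.3 WT vs. heroin empty, 716 for saline H3.3Q5A vs. saline empty, 52 for heroin vs. saline in H3.3Q5A rats and 6 for genes reversed against both controls. Dropping the fold-change threshold, the values were 2476 for the mean heroin effect. At an FDR of 0.1, the values were 713 for heroin vs. saline in empty rats, 1386 for heroin H3.3Q5A vs. heroin empty, 1277 for heroin H3.3Q5A vs. heroin H3.3 WT, 2009 for saline H3.3Q5A vs. saline empty, 1079 for heroin vs. saline in H3.3Q5A rats, 57.6% for the reversed share in H3.3 WT rats and 127 for genes reversed against both controls.

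The following were added after the data were examined. Using voom on recovered reads, the values were 10 for heroin vs. saline in empty rats, 69 for heroin vs. saline in H3.3Q5A rats, 43% for the reversed share in H3.3 WT rats and 7 for genes reversed against both controls. Using voom with 1 residual factor, the values were 1740 for heroin vs. saline in empty rats, 983 for heroin vs. saline in H3.3 WT rats, 1749 for heroin H3.3Q5A vs. heroin empty, 1608 for heroin H3.3Q5A vs. heroin H3.3 WT, 297 for saline H3.3 WT vs. saline empty, 2330 for saline H3.3Q5A vs. saline empty, 1413 for heroin vs. saline in H3.3Q5A rats, 2438 for the mean heroin effect, 53% for the reversed share in empty rats, 59.8% for the reversed share in H3.3 WT rats and 230 for genes reversed against both controls. Taking the log2 read total as covariate, the values were 0 for heroin vs. saline in empty rats, 299 for heroin H3.3Q5A vs. heroin empty, 0 for heroin vs. saline in H3.3Q5A rats, 42.1% for the reversed share in H3.3 WT rats and 0 for genes reversed against both controls.

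Median centring also moved the balance of directions, and with it the median log2 fold change of all genes for the interaction, from 0.019 to -0.10. Upregulated and downregulated genes then numbered 651 and 129 for heroin vs. saline in empty rats, 303 and 394 for heroin vs. saline in H3.3 WT rats, 470 and 1729 for heroin H3.3Q5A vs. heroin empty, 384 and 838 for heroin H3.3Q5A vs. heroin H3.3 WT, 1072 and 182 for saline H3.3Q5A vs. saline empty, 115 and 862 for heroin vs. saline in H3.3Q5A rats, 815 and 3866 for the interaction of heroin and H3.3Q5A and 1474 and 722 for the mean heroin effect. The share of upregulated genes for heroin H3.3Q5A vs. heroin empty was 75.3% on the deposited values and 21.4% with median centring.

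Leaving out each rat in turn moved the values from 0 (without heroin empty rat 6) to 1182 (without saline empty rat 18) for heroin vs. saline in empty rats, from 323 (without saline H3.3 WT rat 4) to 1289 (without saline H3.3 WT rat 27) for heroin vs. saline in H3.3 WT rats, from 141 (without heroin H3.3Q5A rat 25) to 1620 (without heroin H3.3Q5A rat 21) for heroin H3.3Q5A vs. heroin empty, from 137 (without heroin H3.3Q5A rat 25) to 1512 (without heroin H3.3Q5A rat 21) for heroin H3.3Q5A vs. heroin H3.3 WT and from 0 (without saline empty rat 10) to 88 (without saline H3.3 WT rat 27) for saline H3.3 WT vs. saline empty. They also ranged from 166 (without saline empty rat 22) to 2204 (without saline empty rat 18) for saline H3.3Q5A vs. saline empty, from 0 (without heroin H3.3Q5A rat 25) to 1462 (without heroin H3.3Q5A rat 21) for heroin vs. saline in H3.3Q5A rats, from 0 (without heroin empty rat 6) to 94 (without heroin H3.3Q5A rat 21) for genes reversed against both controls, from 14.1% (without heroin H3.3Q5A rat 25) to 100% (without saline empty rat 10) for the reversed share in empty rats and from 17.6% (without heroin H3.3Q5A rat 25) to 68% (without heroin H3.3Q5A rat 21) for the reversed share in H3.3 WT rats. Where several fits gave 0, the first is named. The reversed share in empty rats exists in 16 of 23 fits, and its 100% comes from a single heroin DEx gene. The count for heroin H3.3 WT vs. heroin empty stayed at 0 in all 15 fits, and counts for the interaction (2305 to 4010) and for the mean heroin effect (1136 to 1899) stayed within 1.5 times.

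The correlation between the H3.3Q5A effect and the heroin effect in H3.3 WT rats passed a permutation p of 0.05 on the deposited values only narrowly. Its permutation p was 0.0495, with 4 of 100 reassignments as extreme, and another random draw of reassignments could give a p above 0.05. The correlation was -0.78 with p = 0.149 for genes above the median by mean and -0.60 with p = 0.297 by rank. Leaving out a rat gave r from -0.82 (without saline H3.3 WT rat 8) to -0.73 (without saline H3.3 WT rat 44), with p from 0.0198 to 0.0891, and 9 of the 22 fits did not pass. In empty rats r ranged from -0.84 (without heroin empty rat 2) to -0.76 (without heroin H3.3Q5A rat 43), and 2 of 23 fits did not pass. The versions without shared libraries and the correlation of the heroin effects kept their sign and passed in every fit that left out a rat, with p up to 0.0495. A common shift, as in median centring, cannot change these correlations.

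For the single genes named in the text, 41 effects under 20 alternatives without leaving out rats gave 820 values. Of these, 661 kept their side of the adjusted p threshold without changing sign, 117 passed it in addition, 37 no longer passed it and 5 changed sign. The 661 include the effects of Mbp under quantile normalization, which were 0 and so have no direction. Dropping the fold-change threshold cannot change these 820 values. The 5 that changed sign were close to 0: Scn3a at -0.014 and Adcy5 at -0.0068 against heroin empty with median centring, and, against heroin H3.3 WT, Adcy5 at 0.024 with quantile normalization and 0.014 with array weights and Cntfr at 0.0053 with array weights.

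Other groupings of the same rats show how often such counts arise without the labels. Out of 100 groupings, the labelled one included, as many DEx genes were found in 5 for heroin vs. saline in empty rats, where random groupings reached 1765, so that count is not set apart from other groupings. The number was 2 for heroin vs. saline in H3.3 WT rats, 2 for heroin H3.3Q5A vs. heroin empty, 1 for heroin H3.3Q5A vs. heroin H3.3 WT, 1 for saline H3.3Q5A vs. saline empty, 2 for heroin vs. saline in H3.3Q5A rats, 1 for the interaction and 1 for the mean heroin effect. For the comparisons of H3.3 WT with empty, which called no gene, it was 100 in both drugs. As many reversed genes were found in 1 grouping for empty, in 2 for H3.3 WT, and in 1 for both controls together. With 1 residual factor estimated anew for each grouping, 1 grouping gave as many DEx genes for empty and 2 for H3.3 WT.

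No paired analysis was possible because the groups compared share fewer than 2 rat numbers. Gene set tests were not run because no list had 80% of its genes named, and a pseudocount does not apply to these values. With the log2 read total as covariate there was no heroin DEx gene in empty rats, so no reversed share exists there. Depth differed between groups, with a median of 55197003 reads on genes in saline empty and 36011865 in heroin empty rats, and it limits the precision for genes with few reads.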

Differences from the paper's values

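The alternatives below are those set before the data were examined; for each value, those not named stayed more than 1.5 times away. Upregulated DEx genes between heroin and saline empty rats numbered 13 against the paper's 736; within 1.5 times of it were 651 with median centring, 743 with 1 residual factor, 967 with 3 residual factors and 928 with array weights. The downregulated genes of that comparison numbered 22 against the paper's 1005; within 1.5 times of it were 890 with 1 residual factor, 1355 with 3 residual factors and 1056 with array weights. For the same genes, Fig. S1 shows another count, and they numbered 22 against the paper's value of about 820 in Fig. S1, read by eye; within 1.5 times of it were 890 with 1 residual factor and 1056 with array weights. Upregulated DEx genes between heroin and saline H3.3 WT rats numbered 68 against the paper's 303; within 1.5 times of it were 303 with median centring and 234 with 1 residual factor. Downregulated genes there numbered 552, which is within 1.5 times of the 823 in the paper's text. It is not within 1.5 times of the paper's value of about 1000 in Fig. S1, read by eye. Within 1.5 times of that figure value were 814 with 1 residual factor, 1333 with 3 residual factors and 774 with FDR 0.1. The counts of downregulated genes for empty and for H3.3 WT are exchanged between the paper's text and Fig. S1.

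DEx genes between H3.3 WT and empty in heroin rats numbered 0 against the paper's 29; none of the alternatives came within 1.5 times of it. Those in saline rats numbered 0 against the paper's 29; none of the alternatives came within 1.5 times of it. The paper's text does not say in which rats this comparison was made. Extended Data Table 1, whose fold changes follow those of saline H3.3 WT vs. saline empty rats, lists 343 genes up and 95 down at the paper's thresholds. The 29 is therefore not the count in that table. Upregulated DEx genes of heroin H3.3Q5A vs. heroin empty numbered 545 against the paper's value of about 1200 in Fig. S1, read by eye; within 1.5 times of it were 1176 with 1 residual factor, 1544 with 3 residual factors, 995 with array weights and 956 with FDR 0.1. Downregulated DEx genes of that comparison numbered 179 against the paper's value of about 660 in Fig. S1, read by eye; within 1.5 times of it were 661 with 1 residual factor, 844 with 3 residual factors and 575 with array weights. Upregulated DEx genes of heroin H3.3Q5A vs. heroin H3.3 WT numbered 456 against the paper's value of about 990 in Fig. S1, read by eye; within 1.5 times of it were 950 with 1 residual factor, 1273 with 3 residual factors, 774 with array weights and 811 with FDR 0.1. Downregulated DEx genes against heroin H3.3 WT numbered 155 against the paper's value of about 680 in Fig. S1, read by eye; within 1.5 times of it were 838 with median centring, 668 with 1 residual factor, 917 with 3 residual factors, 482 with array weights and 466 with FDR 0.1.

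Reversed genes in empty rats numbered 25 against the paper's value of about 890 in Fig. S1, read by eye; within 1.5 times of it were 928 with 1 residual factor and 900 with array weights. Reversed genes in H3.3 WT rats numbered 305 against the paper's value of about 780 in Fig. S1, read by eye; within 1.5 times of it were 659 with 1 residual factor, 1142 with 3 residual factors and 532 with FDR 0.1. Genes reversed against both controls numbered 13 against the paper's 321; within 1.5 times of it were 287 with 1 residual factor. The alternatives with residual factors resemble the paper's methods, which name RUVr, but the number of factors is not in the paper's text. Among alternatives chosen after seeing the values, voom with 1 residual factor gave 1740 DEx genes for heroin vs. saline in empty rats and 230 genes reversed against both controls, and 2 residual factors gave 1996 and 468. In heroin rats, 2 residual factors gave 2 DEx genes between H3.3 WT and empty; no setting that was run, with or without a rat left out, came within 1.5 times of the paper's 29.

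The paper gives no count for saline H3.3Q5A vs. saline empty rats, where 1116 DEx genes were found here.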

Other observations

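The tests in this part were chosen after the results were seen, except that the groupings with a residual factor were chosen before they were run, with the count of 1633 already known.

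Extended Data Table 1 gives a single comparison without its name. Over the 1998 genes that could be read, its log2 fold changes follow those of saline H3.3 WT vs. saline empty rats, with r = 0.97 across genes and the same sign for 100% of them. It lists 343 genes up and 95 down at the paper's thresholds. No DEx gene was called for that comparison on the deposited values, and 320 were with 1 residual factor. Its mean counts match the mean of all 45 libraries with a coefficient of variation of 0.00013%, and that of the 44 mapped libraries with 0.449%, so the unmapped library was part of the authors' run. In that library, Tgm2 was at 9.69, Mbp at 18.7 and Col1a1 at 9.43.

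The leading axis of variation within groups holds 22.0% of the within-group variance, and its gene loadings correlate with the heroin effect in empty rats (r = 0.70), little with that in H3.3 WT rats (r = 0.15), and with the interaction (r = -0.69). Over the 44 rats, as deviations from group means, the axis follows the mean of the named myelin genes (r = 0.83, Spearman rho 0.76, permutation p = 1e-05 for each, the smallest that 100000 resamples give; adjusted p = 2e-05 over 4 relations; r = 0.79 without the 2 farthest rats). It also follows the mean of the named pituitary and ependymal genes, in the opposite direction (r = -0.69, permutation p = 1e-05, adjusted p = 2e-05), and not that of the vessel genes (r = -0.027, p = 0.86). It does not follow read depth (r = 0.046, p = 0.77), which argues against different library depth as its source. The correlation with myelin cannot tell whether a different share of myelinated tissue in the punches is the source, since 12 of 100 means of random genes followed the axis as closely, with a median absolute r of 0.67.

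The paper's methods name RUVr, and with 1 residual factor the DEx genes for heroin vs. saline in empty rats rose from 35 to 1633. With the factor estimated anew for each grouping, 1 of 100 groupings, the labelled one, gave as many DEx genes, and 33 random groupings had some DEx gene, against 6 without the factor. The factor is taken from the residuals after the group means, so it leaves the fold changes unchanged. The rise therefore comes from a lower residual spread. More random groupings had calls with the factor as well, so the rise alone cannot tell true changes from false calls. In 20 simulations with a shared factor unrelated to the groups, the model with 1 factor called 94.5% of 200 changed genes and a median of 241 of 22370 unchanged genes, up to 7166, while the model without it called 86.5% and a median of 2, up to 1704. A factor taken from residuals leaves its own chance difference between groups in the fold changes.

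Extracellular matrix and vessel genes were lower in heroin rats, over empty and H3.3 WT rats together. All 14 named fibroblast, meningeal, pericyte and smooth muscle genes were lower, by a median of -1.20 for the 4 fibroblast and meningeal genes and -0.65 for the 10 pericyte and smooth muscle genes. The fall was larger in H3.3 WT rats, with medians of -1.70 and -1.06 and 4 of 4 and 8 of 10 as DEx genes. In empty rats the medians were -0.70 and -0.27, none was a DEx gene, and 2 of the 10 were higher. The difference between the vectors was not tested. These genes vary together, and 40.9% of permutations of the drug labels put all 14 on the same side, but the size of the fall in their mean, -0.82, was rare among them (permutation p = 9e-05, two-sided). Fewer meningeal or vessel-wall cells in the punches of heroin rats may explain this, as may lower expression in the same cells, and the values do not separate them. The 6 named endothelial genes went both ways, 2 higher and 4 lower, with 5 higher in empty rats and 5 lower in H3.3 WT rats. Several of these genes are also in the extracellular matrix list, and all were named through a table picked from these libraries. Col1a1, the most lowered of the matrix genes, had a value of 9.67 in heroin H3.3 WT and 11.6 in saline H3.3 WT rats.

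Other lists gave few named genes for the mean heroin effect. All 14 of the myelin list, all 5 of the oligodendrocyte precursor list, all 3 of the pan-neuronal and all 3 of the synaptic vesicle list and 2 of 3 of the action potential list were higher, the single microglia and astrocyte genes as well, and all 6 blood, 2 pituitary hormone, 2 ependymal and 2 cytokine receptor genes were lower, as were the single dopamine, chloride transport, immediate early and dopaminylation enzyme genes. The vectors did not agree for several of these lists. Of the 6 blood genes, 3 were higher and 3 lower in empty rats (median -0.0022), and all 6 were lower in H3.3 WT rats (median -1.0). Both ependymal genes were higher in H3.3 WT rats, where 1 myelin, 1 oligodendrocyte precursor and the microglia gene were lower, and 1 of the 2 cytokine receptor genes was higher in empty rats. The lists for opioid peptides, interneurons, dopaminergic neurons, choroid plexus, hypothalamic neuropeptides and mitochondrial genes had 0 named genes.

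Tgm2 (ENSRNOG00000012956) encodes the enzyme that adds dopamine to H3. The paper measured its protein by western blot, in other samples and at earlier abstinence times, and found no significant difference. Its RNA had a log2 fold change of -0.12 for heroin vs. saline in empty rats (adjusted p = 0.80 by limma) and -0.72 in H3.3 WT rats (adjusted p = 0.042), with 7 of 7 heroin rats below the saline mean. With each rat left out, the adjusted p in H3.3 WT rats ranged from 0.0067 to 0.13. The mean heroin effect over empty and H3.3 WT rats was -0.42 (adjusted p = 0.047 by limma), past the threshold. Its adjusted p ranged from 0.015 to 0.089 with each rat left out. The difference between the effects in empty and in H3.3 WT rats was not tested. Mean values were 9.75 in saline empty, 10.3 in saline H3.3 WT, 9.62 in heroin empty and 9.57 in heroin H3.3 WT rats. The saline H3.3 WT mean was the highest of these, and Tgm2 was named through a table ordered by the difference between the saline groups.

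Saline H3.3Q5A vs. heroin empty rats and heroin H3.3Q5A vs. saline empty rats gave 0 DEx genes each, with 2328 and 1253 genes at an unadjusted p under 0.05.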
